A study of Rattus norvegicus with 6 samples.

How the data were processed

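RNA was measured by sequencing in fetal forebrain of Wistar rats, an outbred laboratory strain. Pregnant females received FM550, a commercial flame-retardant mixture of brominated and organophosphate compounds sold under the Firemaster name, or the vehicle alone. Per the labels' protocols, the dose was given once a day on a food treat from gestational day 9 to gestational day 18, for 10 days. Tissue was taken 4 hours after the last dose by microdissection of forebrain from cryosectioned frozen heads. The high dose was 1000 µg per day, which the protocol equates with about 3.3 mg per kg body weight per day, and controls received 0 µg. A low-dose group of 300 µg per day appears in the protocol and was not analysed here. The labels give each of the 6 libraries as male and from gestational day 18, whereas the growth protocol speaks of fetuses of both sexes.

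Per the labels' protocols, poly(A) RNA with an integrity number of at least 10 was made into libraries with a kit that marks the strand. The libraries were read as 125-base single-end reads on a single lane. Per the submitters' processing notes, FastQC, STAR and HTSeq were used with genome build rn6. Their versions, the annotation release and the strand setting of the counting are not given in the sources used here, so genes that overlap or share reads with near-identical copies cannot be assumed to have been counted apart. The deposited table holds raw read counts per gene, as whole numbers that were not normalized by the authors. It lists 17581 genes, of which 21 are at 0 in every library, and has no row of unassigned reads. All 6 count columns were tied to a sample by the library name in its description, and groups and replicate numbers came from the sample titles.

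Genes are given in the table by Ensembl identifier alone. The gene table used here (assembly GRCr8, 47357 genes) carries no Ensembl identifier, so 0 of the 17581 identifiers were paired with a gene symbol, and no symbol, position or function is stated. The 31 lists of pathway and cell type genes that had been fixed before the data were examined, with their set tests, and the check of the sex label by sex-linked genes therefore were not run. The rule for named genes, also fixed before the data were examined, took genes by smallest p in each direction and required a symbol. It was applied without that requirement and limited to 2 genes per direction.

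The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with a robust fit, TMM scaling and group as the only term. Genes were kept by filterByExpr with its default minimum count of 10 and minimum total of 15, which left 13617 genes holding 99.92% of all counts. P-values were adjusted by the Benjamini-Hochberg method over these genes, with a threshold of 0.05. Fold changes are high-dose over control, and the standard error of each log2 fold change was taken as its size divided by the square root of F. CPM values, which scale each library's counts to a common total, were computed with TMM-scaled totals, and log2 CPM with a prior count of 2 for correlations and principal components.

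The alternatives were DESeq2 1.42.0, limma-voom, RLE and upper-quartile scaling, no low-count filter, a filter of at least 1 CPM in 3 libraries, the replicate number as a block, 1 surrogate variable (svaseq, sva 3.50.0), a test against a 1.2-fold minimum (glmTreat), an adjusted p under 0.1, thinning of every library to 10525138 counts, and leaving out each library in turn. A further 3 alternatives were chosen after seeing the data, namely leaving out control replicate 3 and high-dose replicate 2 together, limma-voom with library quality weights, and edgeR's adjusted-deviance fit.

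The fits were tested on simulated data. In 5 simulations, counts for the 13617 genes were drawn from the measured means, depths and dispersions of the high-dose and control comparison, with 200 genes changed. edgeR recovered 46% of genes changed 1.5-fold, 80.8% of those changed 2-fold, 91.6% of those changed 3-fold and 95.2% of those changed 4-fold. It called 0.0999% of unchanged genes, against 0.23% by DESeq2, which recovered 58.4% of genes changed 1.5-fold and 84% of those changed 2-fold. The simulated genes varied independently, unlike genes that share a pattern across real libraries.

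Library totals ran from 10525138 to 27100394 counts. No batch is named in the labels. Each replicate is a separate sample by its label, but whether the fetuses came from different dams is not given in the sources used here, so p-values measure the spread between these samples. No pair of libraries agreed within sampling noise: the chi-square statistic per degree of freedom over genes with a summed count of at least 10 was between 6.09 and 27.4 within groups, where 1 is sampling noise alone. Same-numbered libraries of the 2 groups did not deviate together in every pair, so the numbers were not treated as pairs.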

Results

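The data comprise 6 forebrain libraries, 3 from control fetuses and 3 from fetuses of dams given the high dose of FM550. Library totals were 12457758, 17068121 and 13019956 counts in control replicates 1, 2 and 3, and 27100394, 18408175 and 10525138 counts in high-dose replicates 1, 2 and 3. Between 16158 and 16686 of the 17581 listed genes had at least 1 count in a library, and 14983 genes had a count in every library. The 10 most abundant genes took between 4.299% and 4.646% of each library's counts, so no library was dominated by a few transcripts. The deepest and the shallowest library were both in the high-dose group.

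The 6 forebrain transcriptomes resembled each other closely, and libraries of one group were not clearly closer to each other than to the other group. Pearson's r of log2 CPM across the 13617 tested genes, which are not independent replicates, was 0.982 to 0.9914 for the 6 pairs within a group and 0.9745 to 0.9884 for the 9 pairs between groups. The group accounted for 29.2% of the variance of log2 CPM over these genes, where 20% is the share that 1 of 5 degrees of freedom takes by chance. The first principal component, with 38.81% of the variance, set high-dose replicate 2 (score 35.9) and control replicate 3 (9.00) at one end and control replicates 1 (-18.0) and 2 (-23.6) at the other. The second, with 25.45%, placed high-dose replicates 1 and 3 at -20.4 and -20.6 and the controls between 4.601 and 21.7, with high-dose replicate 2 at 2.83.

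**Figure D1:**
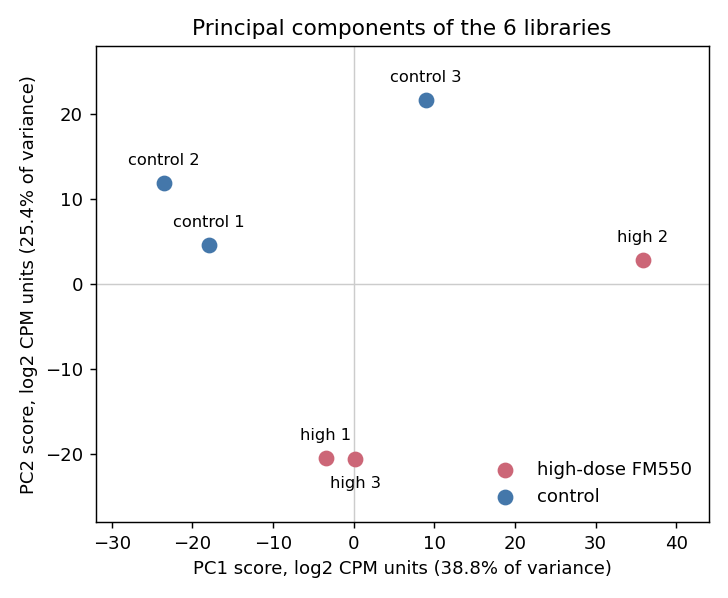
Scores of the 3 control and 3 high-dose FM550 libraries on the first (x axis) and second (y axis) principal components of log2 CPM over the tested genes, in log2 CPM units, each point being 1 library. High-dose replicates 1 and 3 lie together at -20.4 and -20.6 on the second component, while high-dose replicate 2 lies at 35.9 on the first.

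The comparison of high-dose with control forebrain addressed which genes of the fetal forebrain change in abundance after maternal FM550 exposure. A single gene passed the threshold, and it fell. ENSRNOG00000019648 was at 86.4 ± 5.94 CPM in controls and 41.2 ± 3.48 CPM in high-dose forebrain (SD, n = 3 each). Its fitted high-dose level was 47.8% of the control level. Its log2 fold change was -1.06 with a standard error of 0.09 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0224). It was lower in 3 of 3 high-dose libraries than in any control, on counts of 396 to 1211 against 1030 to 1609. No gene passed the threshold in the upward direction with edgeR, where 418 genes were higher at an unadjusted p under 0.05. limma-voom also called 0 higher genes and 1 lower gene, whereas DESeq2, with its own filter and 15515 genes given an adjusted p against the 13617 tested by edgeR, called 58 higher and 140 lower genes at the same adjusted threshold.

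The next genes by smallest p in each direction did not pass the threshold with edgeR. Their adjusted p of 0.0753 was shared by 24 genes. In the order given below, their unadjusted p was 1.29e-05, 2.37e-05 and 9.59e-05 (edgeR quasi-likelihood test). ENSRNOG00000000805, the gene of second smallest p among the lower genes, was at 172 ± 15.8 CPM in controls and 103 ± 5.16 CPM in high-dose libraries (SD, n = 3 each). Its log2 fold change was -0.74 with a standard error of 0.08, and its adjusted p was 0.0753 by edgeR and 3.69e-09 by DESeq2. Among the genes with higher values, ENSRNOG00000017689 had the smallest p, with 0.419 ± 0.0932 CPM in controls and 3.76 ± 1.30 CPM in high-dose libraries (SD, n = 3 each). That is a log2 fold change of 3.15 with a standard error of 0.38, resting on only 4 to 8 counts per control library against 28 to 94 per high-dose library (edgeR adjusted p = 0.0753, DESeq2 adjusted p = 6.71e-07). ENSRNOG00000005404 was at 12.8 ± 2.28 CPM in controls and 26.1 ± 2.40 CPM in high-dose libraries, a log2 fold change of 1.03 with a standard error of 0.15 (edgeR adjusted p = 0.0753, DESeq2 adjusted p = 9.67e-07). For each of the 4 genes the 3 control and 3 high-dose values did not overlap. Such a separation occurred in 1589 of the tested genes, or 11.7%, where chance gives 10%.

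**Figure D2:**
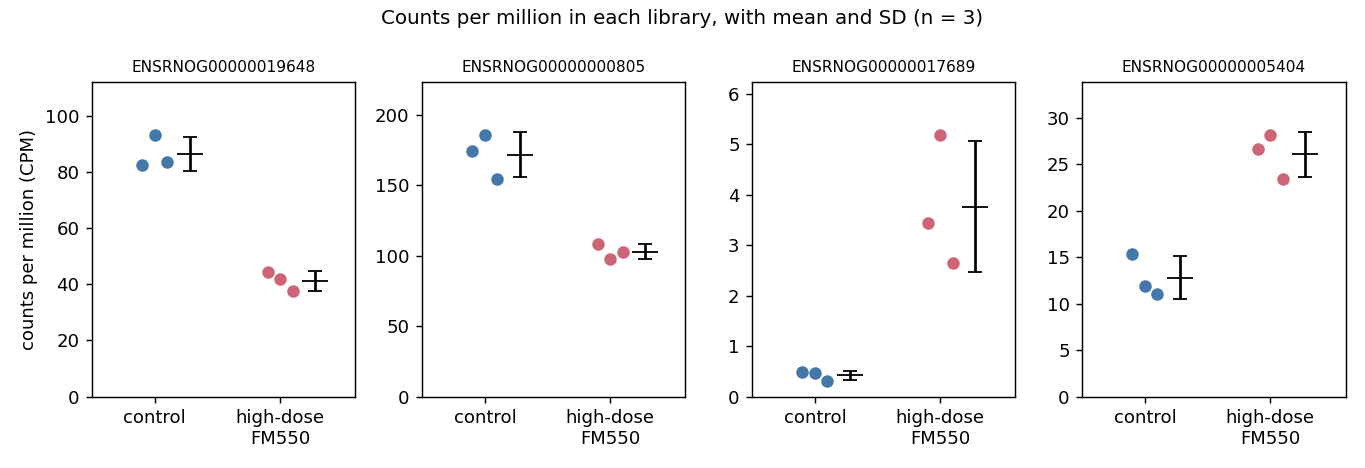
CPM (y axis, linear from 0, a separate scale per panel) of the 2 lower and the 2 higher genes of smallest p in each control and high-dose FM550 library (points), with the group mean and SD (black bar, n = 3). ENSRNOG00000019648 lies between 82.5 and 93.3 CPM in controls and between 37.5 and 44.3 CPM in high-dose libraries, and is the gene that passed the adjusted threshold.

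Beyond the called gene, the values leaned toward lower abundance in high-dose forebrain. At an adjusted p under 0.1 the edgeR list held 51 genes, 45 lower and 6 higher. Over both directions together, their fitted changes ran from 1.31-fold to 8.87-fold, the largest being that of the higher gene ENSRNOG00000017689. At an adjusted p under 0.05, the calls were 5 lower and 5 higher without high-dose replicate 2, and 171 lower and 106 higher with 1 surrogate variable. Among the 51 genes at an adjusted p under 0.1, the 45 lower genes had a median control level 2.09 times the high-dose level. The 6 higher genes had a median high-dose level 2.20 times the control level. The 51 genes were spread over the abundance range. Of them, 9 were in the most abundant tercile of tested genes, 23 in the middle tercile and 19 in the least abundant tercile. Their median level of 26.3 CPM was close to the 28.7 CPM of all tested genes. All 51 were also among the 198 genes that DESeq2 called at an adjusted p under 0.05, each in the same direction. DESeq2 made more false calls than edgeR in the simulations. At an unadjusted p under 0.05 there were 1008 genes, 590 lower and 418 higher, where 680.8 are expected by chance. With single libraries left out, this count ran from 633 without control replicate 2 to 1354 without control replicate 3, so its excess over chance depended on single libraries. Of the 9 other ways to split the 6 libraries into groups of 3, which gave 120 to 1979 such genes, 3 gave more than the labelled groups, whereas at an adjusted p under 0.1 each of the 9 gave 0 or 1 gene against the 51 of the labelled groups. In 3 of these 9 splits, genes at an unadjusted p under 0.05 were at least as lopsided in direction as the 58.5% lower here. In 31 of the 45 lower and 5 of the 6 higher genes at an adjusted p under 0.1, the lowest control value was that of control replicate 3, which held the lowest control value in 39.4% of all tested genes. The highest control value was that of control replicate 2 in 30 of the 45 lower and 1 of the 6 higher genes, and in 32.3% of all tested genes.

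**Figure D3:**
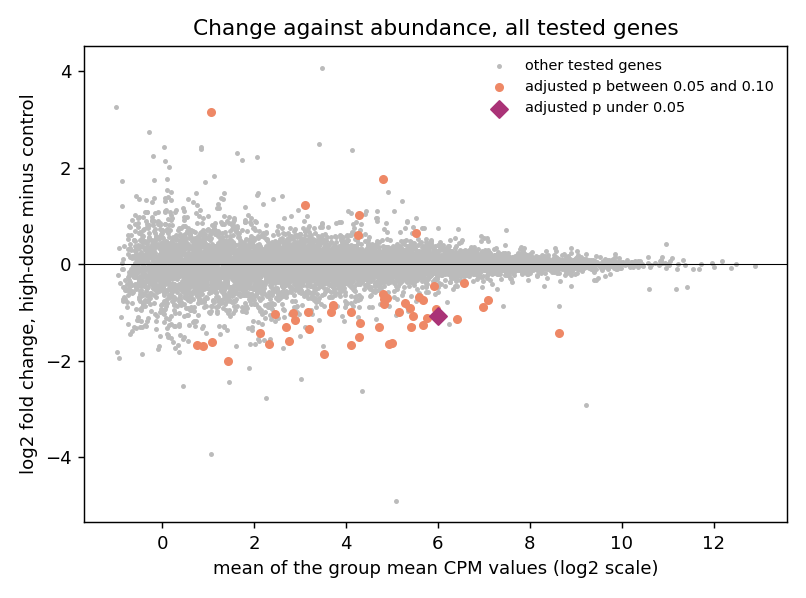
Log2 fold change, high-dose minus control (y axis), against the mean abundance in CPM on a log2 scale (x axis) for the 13617 tested genes, each point being 1 gene. The gene with an adjusted p under 0.05 is the diamond, and of the 51 genes with an adjusted p under 0.1, 45 lie below 0 and 6 above.

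Most of the tested transcriptome showed small differences. The median fitted change over all genes was 0.00 on the log2 scale, its median size was 0.09, and the median standard error was 0.13. Changes of more than 2-fold were fitted for 226 genes, or 1.66% of those tested, of which 127 lower and 74 higher genes had an unadjusted p under 0.05. Leaving out control replicate 1, control replicate 2 or high-dose replicate 3 ended the call of ENSRNOG00000019648 (edgeR adjusted p = 0.102, 0.195 and 0.178, with log2 fold changes of -1.10, -1.01 and -1.005), as did a test against a 1.2-fold minimum (adjusted p = 0.0522). The number of called genes rose to 26 with no low-count filter, to 24 without control replicate 3, to 10 without high-dose replicate 2, to 412 without both and to 277 with 1 surrogate variable, and was 3 without high-dose replicate 1.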

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

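The alternatives that leave out control replicate 3 and high-dose replicate 2 together, weight libraries by quality or use the adjusted deviance were chosen after seeing the data. The number of genes past the adjusted threshold was 1 (0 higher, 1 lower) in the reported fit and also with limma-voom, RLE factors, upper-quartile factors, a filter of 1 CPM in 3 libraries and the adjusted deviance. It was 198 (58 higher, 140 lower) with DESeq2, which also filters genes differently, 26 (4 higher, 22 lower) with no low-count filter, 277 (106 higher, 171 lower) with 1 surrogate variable, 7 (0 higher, 7 lower) after thinning, 51 (6 higher, 45 lower) at an adjusted p under 0.1, 137 (18 higher, 119 lower) with library quality weights and 412 (158 higher, 254 lower) without control replicate 3 and high-dose replicate 2, the last from 2 libraries per group. It was 0 (0 higher, 0 lower) against a 1.2-fold minimum, where ENSRNOG00000019648 had an adjusted p of 0.0522. Leaving out single libraries gave between 0 and 24 genes, 0 to 5 higher and 0 to 24 lower, with 24 without control replicate 3 and 10 without high-dose replicate 2. The cause was not tested.

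With the replicate number as a replicate block, 0 genes passed by edgeR and 786 had an unadjusted p under 0.05, against 1008 in the reported fit. The deviations of same-numbered libraries from their group means correlated at 0.227, -0.275 and -0.21, and 2 of 6 libraries correlated best with their own number. These values show no pairing by number, but so few pairs cannot exclude one.

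The 4 named genes kept their direction in all 19 fits other than the reported one. ENSRNOG00000019648 stayed past the threshold in 14 of them. Over all 19, its log2 fold change ran from -1.12 to -1.005 and its adjusted p from 1.03e-16 to 0.195. ENSRNOG00000000805 was past the threshold in 8 of the 19 (adjusted p over all 19 from 3.69e-09 to 0.268). ENSRNOG00000017689 was past it in 6 (6.71e-07 to 0.268) and ENSRNOG00000005404 in 5 (9.67e-07 to 0.289). The share of lower genes among those with an unadjusted p under 0.05 stayed above that of higher genes in the same 19 fits. The set tests of the fixed gene lists, by fry and by camera, were not run for lack of gene symbols. Of these 4, ENSRNOG00000017689 rests on the fewest counts, 4 to 8 per control library, but thinning did not weaken it (adjusted p = 0.0504 by edgeR, against 0.0753).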

Other observations

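Of the tests below, those on the surrogate variable in other splits, on thinning and on scaling were set before their results were seen. Those on splits by edgeR and DESeq2, on exchanged labels, on the direction of other splits and on the order of the controls were chosen after. Most of the largest fitted differences stayed outside the calls. In high-dose forebrain, 10 genes had a fitted log2 fold change below -2, with 0 past an adjusted p of 0.05 by edgeR and 1 past 0.1, and each of the 10 was highest in control replicate 2, with 9 of them lowest among controls in control replicate 3. The highest control value was a median of 7.87 times the lowest in these genes, against 1.2 times over all 13617 tested genes. In the other direction, 15 genes had a fitted log2 fold change above 2, 0 past 0.05 and 1 past 0.1. Their highest control value was a median of 4.15 times the lowest, and 4 of the 15 were lowest among controls in control replicate 3. No gene was under 0.1 CPM in 1 library and over 5 CPM in another. With 2 CPM as the upper limit, 10 genes were.

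More genes were lower than higher in high-dose forebrain: 58.5% of the 1008 genes with an unadjusted p under 0.05, and 58.7% after thinning to one total, which argues against depth as the whole cause, but 54.3% with 1 surrogate variable and 54.4% without control replicate 3 and high-dose replicate 2. Scaling stays open: the share was 57.9% under RLE factors and 60.4% under upper-quartile factors, but these moved the median change by at most 0.00838 on the log2 scale, too little to test it. It may instead be a lopsidedness that any grouping of these libraries can give, because 3 of the 9 other splits were at least as lopsided, up to 64%. A tissue or cell type caught in varying amounts by the dissection is a candidate explanation for the lower genes. Among the 45 lower genes at an adjusted p under 0.1, control replicate 3 held the lowest control value in 68.9%. The share over all tested genes was 39.4%. The controls of these 45 genes differed little: the highest value was a median of 1.28 times the lowest. That ratio was 1.2 over all tested genes, whereas the 45 genes fell a median of 2.09-fold between groups. It cannot decide, since a small p favours genes with a small spread. The tissue explanation stays open too, as does a dose effect, since no marker gene could be looked up and the control order is mixed. Control replicate 3 was also lowest in 83.3% of the 6 higher genes (at an unadjusted p under 0.05, in 57.8% of lower and 27.8% of higher genes). Control replicate 2 was highest in 66.7% of the lower and 16.7% of the higher genes (50.7% and 15.8%).

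Control replicate 3 and high-dose replicate 2 deviated together from their groups, with a correlation of 0.414 across genes, the highest of the 9 pairs between groups. Unequal depth is argued against, since the correlation was 0.429 after thinning, although it was 0.226 with no low-count filter. Exchanging the labels of control replicate 3 and high-dose replicate 2 left 380 genes with an unadjusted p under 0.05 against 1008 as labelled. This count cannot decide whether the labels were exchanged, since it does not single out the labelled split. It was 1276 for control replicates 1 and 2 with high-dose replicate 3, and 1103 for control replicates 1 and 3 with high-dose replicate 2. The split that sets control replicates 1 and 2 with high-dose replicate 1 gave 1979 such genes and 318 DESeq2 calls. The labelled split gave 1008 and 198. This points to a structure of the samples other than the labelled dose. However, that other split gave 1 gene at an adjusted p under 0.1 by edgeR against 51, and 0 calls with 1 surrogate variable against 277. It is the labelled split with control replicate 3 and high-dose replicate 1 exchanged. If the labels are right, dose does not give the pattern shared by control replicate 3 and high-dose replicate 2, as it crosses the groups. Exchanged labels of control replicate 3 and high-dose replicate 1, litter and dissection were not tested.

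The hypothesis that this shared pattern hides differences between the groups was examined by adding 1 surrogate variable, which put high-dose replicate 2 at -0.741 and control replicate 3 at -0.357 and the other libraries between 0.17 and 0.365. edgeR then called 277 genes, 50 of the 51 genes at an adjusted p under 0.1 among them, and shared 162 with the 198 DESeq2 calls, each in the same direction, although these lists come from the same libraries. A surrogate variable that raises the calls of any split is argued against, since the highest of the 9 other splits reached 9 genes, 3.25% of the labelled count. The 412 genes called without control replicate 3 and high-dose replicate 2 are no separate evidence, since these libraries were left out after they were seen to stand apart. The 10 splits of 3 against 3 are too few for a share under 0.05. In 1 of the 10 splits the reported fit gave as many genes as the labelled split, which gave 1, with 0 as the highest other. With 1 surrogate variable 1 split of 10 did so, the labelled one, and by DESeq2 it was 2 splits, with 318 as the highest other.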
